# Transcriptomic and Proteomic Responses of Sweetpotato Whitefly, *Bemisia tabaci*, to Thiamethoxam

**DOI:** 10.1371/journal.pone.0061820

**Published:** 2013-05-09

**Authors:** Nina Yang, Wen Xie, Xin Yang, Shaoli Wang, Qingjun Wu, Rumei Li, Huipeng Pan, Baiming Liu, Xiaobin Shi, Yong Fang, Baoyun Xu, Xuguo Zhou, Youjun Zhang

## Abstract

**Background:**

The sweetpotato whitefly, *Bemisia tabaci* (Hemiptera: Aleyrodidae), is one of the most widely distributed agricultural pests. Although it has developed resistance to many registered insecticides including the neonicotinoid insecticide thiamethoxam, the mechanisms that regulate the resistance are poorly understood. To understand the molecular basis of thiamethoxam resistance, “omics” analyses were carried out to examine differences between resistant and susceptible *B. tabaci* at both transcriptional and translational levels.

**Results:**

A total of 1,338 mRNAs and 52 proteins were differentially expressed between resistant and susceptible *B. tabaci*. Among them, 11 transcripts had concurrent transcription and translation profiles. KEGG analysis mapped 318 and 35 differentially expressed genes and proteins, respectively, to 160 and 59 pathways (p<0.05). Thiamethoxam treatment activated metabolic pathways (e.g., drug metabolism), in which 118 transcripts were putatively linked to insecticide resistance, including up-regulated glutathione-S-transferase, UDP glucuronosyltransferase, glucosyl/glucuronosyl transferase, and cytochrome P450. Gene Ontology analysis placed these genes and proteins into protein complex, metabolic process, cellular process, signaling, and response to stimulus categories. Quantitative real-time PCR analysis validated “omics” response, and suggested a highly overexpressed P450, *CYP6CX1*, as a candidate molecular basis for the mechanistic study of thiamethoxam resistance in whiteflies. Finally, enzymatic activity assays showed elevated detoxification activities in the resistant *B. tabaci*.

**Conclusions:**

This study demonstrates the applicability of high-throughput omics tools for identifying molecular candidates related to thiamethoxam resistance in an agricultural important insect pest. In addition, transcriptomic and proteomic analyses provide a solid foundation for future functional investigations into the complex molecular mechanisms governing the neonicotinoid resistance in whiteflies.

## Background

Neonicotinoids, a relatively new class of synthetic insecticides, have been used primarily to control aphids, leafhoppers, whiteflies, and other sap-sucking pests [1], [2]. Imidacloprid and thiamethoxam, two major neonicotinoids on current market, specifically act on the insect's nicotinic acetylcholine receptors (nAChR) within the central nervous system [2], [3]. Extensive and repetitive use of neonicotinoids have led to the development of resistance in the fruit fly *Drosophila melanogaster*, the green peach aphid *Myzus persicae*, the house fly *Musca domestica L*, the brown planthopper *Nilaparvata lugens* [4], [5], [6], [7], and the sweetpotato whitefly *Bemisia tabaci* [8], [9].

*Bemisia tabaci* is an important pest of arable and horticultural crops in the temperate regions of the world. It has a broad host range and can cause tremendous damages directly by feeding and indirectly by transmitting 115 species of begomoviruses [10], [11]. *Bemisia tabaci* complex contains more than 24 morphologically indistinguishable biotypes, although recent studies have suggested these are genetically distinct cryptic species [12], [13], [14]. During the past two decades, *B. tabaci* biotype B, one of the most invasive and destructive species/biotypes, has been introduced into at least 54 countries from its origin in the Middle East-Asia Minor region and become a world-wide invasive whitefly species [12], [13]. In China, *B. tabaci* was first recorded in the late 1940s [15]. However, the crop damages and economic losses caused by this phloem-feeding insect had not been severe until the introduction of *B. tabaci* B biotype in the mid-1990s [16]. Since then, B biotype has quickly displaced the indigenous *B. tabaci* populations, rapidly invaded the entire country, and has led to serious yield losses in many crops [17].

The management of *B. tabaci* has been relied heavily on synthetic insecticides. As a result, pesticide resistance has been developed in *B. tabaci* in many parts of the world. In Israel and Spain, for example, *B. tabaci* field populations were found highly resistant to thiamethoxam [8], [18], [19]. In Crete, *B. tabaci* developed over 1,000-fold resistance to imidacloprid in comparison to its susceptible counterpart in the field [20]. In China, field collected *B. tabaci* has developed high level of resistance to both imidacloprid and thiamethoxam [21].

Study of insecticide resistance relies heavily on detailed biochemical, genetic, and molecular analyses. In general, the development of insecticide resistance involves one of the following mechanisms: 1) the over-expression of enzymes that break down or bind to (sequester) the pesticide; 2) target-site modifications (mutations) that reduce sensitivity to the insecticide; or 3) reduced penetration of the pesticide through the insect cuticle [7], [22], [23]. For example, a point mutation (Y151S) in two nAChR subunits led to the development of neonicotinoid resistance in *N. lugens* [7]. Other studies have suggested that the resistance to neonicotinoid pesticides was associated with over-expression of detoxification enzyme cytochrome P450 *CYP6G1* in *D. melanogaster* [4]. Similarly, resistance to neonicotinoid insecticides in the green peach aphid *M. persicae* has been linked with the over-expression of *CYP6CY3* [5].

In *B. tabaci*, neonicotinoid resistance has yet to be correlated with target-site modification, but has been associated with elevated expression of specific genes. For example, over-expression of a cytochrome P450, *CYP6CM1*, has been linked to imidacloprid resistance in *B. tabaci* [24]. In addition, *B. tabaci* resistance to neonicotinoids, especially to thiamethoxam, has been associated with elevated activities of detoxification enzymes [25], [26]. Most recently, the molecular basis of thiamethoxam resistance in *B. tabaci* was investigated using the suppression subtractive hybridization (SSH) cDNA library approach [27]. Based on the results of the differential screening, 298 and 209 clones were picked and sequenced, respectively, from the forward and reverse cDNA libraries, representing up- and down-regulated genes between the thiamethoxam-resistant and -susceptible *B. tabaci*. BLASTX analysis matched 24.5% of these differentially expressed transcripts to genes with known functions. Among them, a NAD-dependent methanol dehydrogenase-like EST from *B.tabaci* was substantially overexpressed in the resistant whiteflies (∼12-fold). Despite recent progresses, molecular mechanisms underlying *B. tabaci* resistance to neonicotinoids remain poorly understood.

Functional genomics and proteomics provide an unprecedented opportunity for scientific community to gain a global understanding of the spatial and temporal dynamics of molecular and cellular processes in a living organism and notably facilitate the analysis of genetics and metabolic pathways governing these processes [28], [29]. Also, the application of genomic tools to previously intractable cases of insecticide resistance should greatly expand our understanding of how insecticide resistance evolves and can be avoided or managed [30], [31]. In this study, we compared thiamethoxam resistant and susceptible *B. tabaci* at transcriptome (RNA-seq) and proteome (iTRAQ) level to enhance our genetic and molecular understanding of the thiamethoxam resistance in an agriculturally important insect pest.

## Results

### Omics analyses

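RNA-seq compared 2 laboratory strains of the B biotype of *B. tabaci* reared on cabbage. TH-S was the susceptible strain, collected in the field and reared without insecticides. TH-2000 were adults of the selected strain TH-R that were still alive 48 h after exposure to 2000 mg/L thiamethoxam, a concentration that killed 80% of TH-R. TH-R had been selected for more than 60 generations and was more than 70-fold resistant. RNA from about 1500 adults was pooled for each library and 1 library was sequenced for each strain, so no RNA-seq difference between the strains has a replicate check within the RNA-seq. The paper's qRT-PCR of selected transcripts used biological replicates. The authors removed adaptors, reads with unknown bases and reads seen only once, mapped the clean reads to assembled transcripts of the B and Q biotypes with at most 1 mismatch, and left out reads that mapped to several genes. For each transcript they deposited the number of unambiguous reads, the percent of its length covered and its RPKM. The unambiguous reads summed to 4980239 in TH-S and 4769926 in TH-2000, against 12350974 and 11667849 clean reads in Table 1. RPKM recomputed from the reads, the transcript lengths and the totals of unambiguous reads differed from the deposited RPKM by at most 4.99e-06, so the deposited values are scaled to the unambiguous reads, not to the clean reads.

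Differential expression was tested from the read counts with the paper's formula (the two-sided Audic-Claverie test, with the clean reads of Table 1 as library totals) and Benjamini-Hochberg adjustment. The threshold was an FDR of at most 0.001 and a log2 ratio of RPKM (TH-2000/TH-S) of at least 1 in size, with an RPKM of 0 set to 0.001. This test contains counting noise only, so it compares these 2 libraries, not the strains. The 95% intervals of log2 ratios given at the transcripts are exact (Clopper-Pearson) intervals of the reads and also cover counting error only.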

Thiamethoxam susceptible and resistant *B. tabaci* transcriptomes were sequenced individually, generating approximately 12 million raw reads for each library (Table 1). After removal of the low quality reads, the total number of clean reads per library ranged from 11–12 million. To reveal the molecular events underlying transcriptomic profiles, sequence reads were mapped to a reference transcriptome containing both B and Q biotypes [32], [33]. Among the two RNA-seq libraries, 77.69% and 79.03% of reads were mapped to a gene in the reference database with a perfect match ratio of 64.55% and 65.45%, respectively (Table 1). 

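The unambiguous reads made up 40.3% of the clean reads and 51.0% of the mapped reads of TH-S, and 40.9% and 52.6% of those of TH-2000. They fell on 85582 transcripts in TH-S and 84480 in TH-2000, on 93694 transcripts in either library and on 76368 in both. Most transcripts had few reads. In TH-S 45964 transcripts (53.7%) and in TH-2000 47164 transcripts (55.8%) had under 10 reads, with a median of 8 and 7 reads per transcript, respectively. At least 10 reads in each library were found for 33549 transcripts, whose median log2 ratio was -0.06. The 100 transcripts with the most reads took 20.6% of the reads of TH-S and 21.5% of those of TH-2000. The floor set for a share, 3 reads, was 6.02e-05% in TH-S and 6.29e-05% in TH-2000. A transcript whose reads all map to a near-identical copy as well has no unambiguous reads, and 18 of the 52 proteins of Table S4 had no unambiguous read on their own transcript in either library.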

The percentage of reads mapped to unique genes were approximately 40%; representing a critical subset of RNA-seq libraries.

**Table 1:** Summary of RNA-seq metrics from *B. tabaci* transcriptomes.

Metric	TH-S	TH-2000
Total reads	12,350,974	11,667,849
Total base-pair (bp)	605,197,726	571,724,601
Mapped reads (%)	9,761,475 (79.03%)	9,065,171 (77.69%)
Perfect match (%)^1^	8,083,349 (65.45%)	7,531,325 (64.55%)
Unique match (%)^2^	4,980,239 (40.32%)	4,769,926 (40.88%)

1 The percentage of reads that mapping to reference perfectly.

2 The percentage of reads that unambiguous mapped to reference.

The total number of mass spectrometry detected in *B. tabaci* proteomes was 39316, representing 5765 peptide spectra and 2226 distinct peptides (Table 2, Dataset S1). Of the 1005 peptides identified, more than 70% (711) were assigned to a putative protein by homology search against non-redundant (NR) database; leaving approximately 30% (297) of the peptides unidentified. Among these annotated proteins, 372 were either hypothetical, putative, or predicted.

**Table 2:** Summary of iTRAQ metrics from *B. tabaci* proteomes.

Metrics	Number
Total spectra	39316
Unique spectra	2226
Matched protein	1005
Differentially expressed protein	52

### Differentially expressed genes between susceptible and resistant *B. tabaci*

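Of the 93694 transcripts tested, 1388 (1.48%) passed the threshold, with 728 up-regulated and 660 down-regulated in TH-2000. The FDR alone was passed by 2295 transcripts. The threshold requires depth, since 36320 transcripts had a log2 ratio of at least 1 in size at any FDR, most of them with few reads. The median number of reads in the library with the higher count was 131.5 for up-regulated and 114.0 for down-regulated transcripts, and 30.0% and 35.0% of them, respectively, had under 20 reads in the other library. Among transcripts with a read in both libraries and at least 100 reads in the higher one, the largest rises were those of 2.0_others_isotig01578 (1 read in TH-S and 171 in TH-2000, log2 ratio 7.48), 2.0_others_isotig00487 (3 and 504 reads, log2 ratio 7.45) and 2.0_others_isotig03563 (3 and 261 reads, log2 ratio 6.51). The largest falls were those of 2.0_insect_isotig04428 (308 reads in TH-S and 2 in TH-2000, log2 ratio -7.20), 2.0_others_isotig08912 (136 and 1 reads, log2 ratio -7.03) and 2.0_others_isotig05638 (178 and 2 reads, log2 ratio -6.41). The supplementary tables give no annotation for these 6 transcripts. Replacing the test by a negative binomial exact test moved the counts most. With an assumed biological coefficient of variation of 0.2 between whitefly samples of a strain, 210 transcripts passed (109 up and 101 down), and with 0.4 only 11 passed. A single library per strain cannot separate that variation from a difference between the strains.

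**Figure D1:**
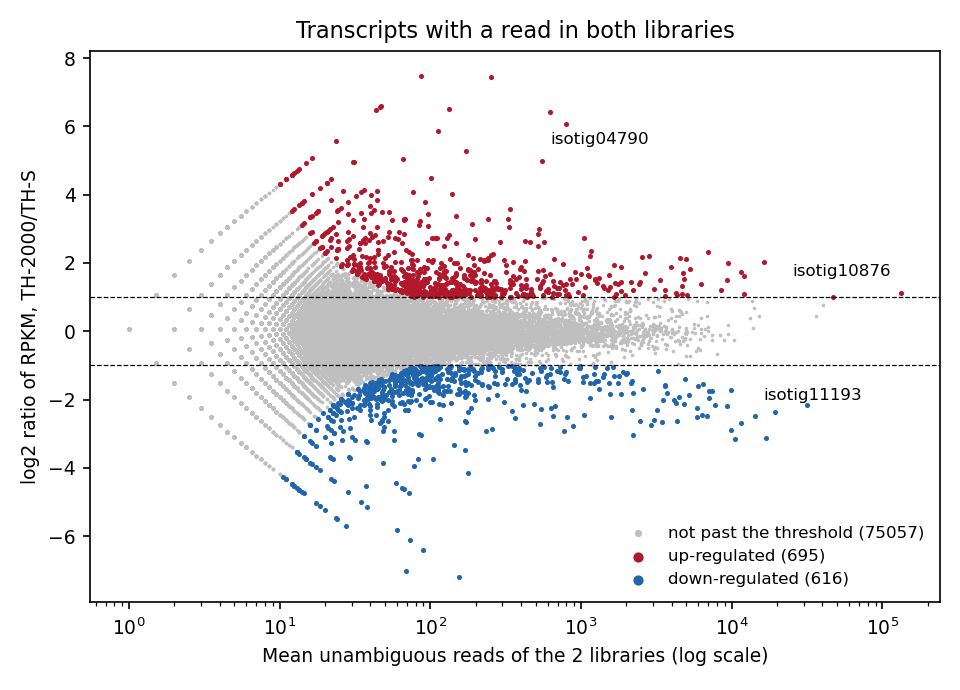
The log2 ratio of RPKM (TH-2000/TH-S) is plotted against the mean number of unambiguous reads of the 2 libraries (log scale), 1 point for each of the 76368 transcripts with a read in both. Red points are the 695 up-regulated and blue points the 616 down-regulated transcripts of this set, grey points did not pass the threshold, and dashed lines mark log2 ratios of 1 and -1. The log2 ratio needed to pass grows as the reads become fewer. Labels mark a cathepsin B transcript (isotig04790), a vitellogenin transcript (isotig11193) and the transcript with the most reads (isotig10876).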

Following thiamethoxam treatment, a total of 664 and 674 up- and down-regulated transcripts, respectively, were differentially expressed (FDR≤0.001 and |log2Ratio|≥1) between susceptible (TH-S) and resistant (TH-2000) whiteflies (Figure 1A). Majority of these transcripts (400, ∼66%), however, expressed within 1–2 fold differences (Figure 1B).

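A log2 ratio between 1 and 2 in size was found for 879 of the 1388 transcripts past the threshold (63.3%, 95% Wilson interval 60.8% to 65.8%). A further 432 lay between 2 and 10 and 77 above 10. With at least 10 reads required in the libraries together, the share was 63.2% of 1476 transcripts. With at least 10 reads required in each library, which by itself leaves out transcripts with the largest ratios, it was 81.0% of 1180.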

**Figure 1:**
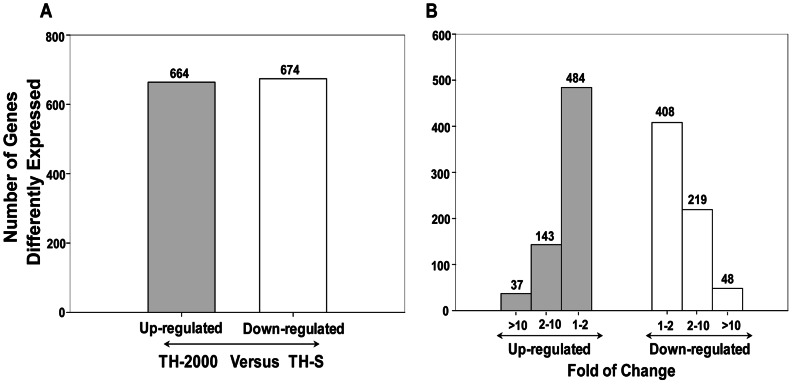
Differentially expressed genes between thiamethoxam resistance and susceptible *B. tabaci*. (A) All 338 differentially expressed genes between the two *B. tabaci* strains were selected with a cutoff value of FDR≤0.001 and |log 2 Ratio|≥1. (B) The distribution of differentially expressed genes based on fold of changes.

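On the log2 scale, 480 up-regulated transcripts lay between 1 and 2, 215 between 2 and 10 and 33 above 10, and 399, 217 and 44 down-regulated transcripts lay in the same ranges. All 77 transcripts above 10 were those without a read in the other library, whose log2 ratio is set by the value of 0.001 given to an RPKM of 0. Where both libraries had a read, the largest log2 ratio was 7.48 among up-regulated transcripts and the largest fall was 7.20 in size.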

Table S1 showed the GO classification of 1338 differentially expressed transcripts between TH-S and TH-2000 whiteflies (2∼fold change, FDR≤0.001). Using Blast2GO, 186 differentially expressed transcripts were able to assign to 37 GO classes (Figure 2A). Majority of these genes were assigned to metabolic process, cellular process, multi-organismal process, response to stimulus, binding, catalytic, organelle, cell, and cell part (Table S1). 

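The 3 transcripts annotated as cathepsin B in the supplementary tables all rose. The transcript 2.0_insect_isotig04790 had 35 reads in TH-S and 1066 in TH-2000 (log2 ratio 4.99, 95% interval 4.51 to 5.52). SCAFFOLD41990 had 285 and 1795 reads (log2 ratio 2.72, 2.54 to 2.90) and SCAFFOLD30128 had 161 and 877 reads (log2 ratio 2.51, 2.26 to 2.76). Of 5 transcripts annotated as NADH dehydrogenase, 4 rose, among them subunit 1 (2.0_insect_isotig01052) from 5235 to 11663 reads (log2 ratio 1.22, 1.171 to 1.265), while subunit 3 (2.0_insect_isotig06622) fell from 116 to 48 reads (log2 ratio -1.21, -1.73 to -0.71). Of 6 transcripts annotated as GST, 4 were up-regulated, 1 was down-regulated and 1 did not pass the threshold. TMM scaling of the libraries, which raised every log2 ratio by 0.09, left these directions unchanged. With a negative binomial exact test and an assumed biological coefficient of variation of 0.2, the cathepsin B transcripts still passed the threshold, and none of the NADH dehydrogenase and GST transcripts did. At 0.2 no transcript with a log2 ratio between 1 and 2 in size was called, which leaves little room for the latter to pass. With 0.4 none of the 3 cathepsin B transcripts passed.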

In the up- regulated group, most of genes were assigned to the cathepsin b-like proteinase, NADH-dehydrogenase, glutathione-S-transferase (GST) genes. To investigate their biological functions, 318 differentially expressed genes were mapped to 160 pathways in the KEGG database. Among them, 40 pathways were substantially enriched (p-value≤0.05), such as “Metabolic pathway” and “Drug metabolism pathway” (Table 3). 

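All 21 transcripts of Table S2 passed the threshold with the sign given there, and each log2 ratio was within the rounding of the table. Up-regulated were 17 and down-regulated 4. The 4 cytochrome P450s were split between 2 that rose and 2 that fell. The CYP6AY1-like transcript 2.0_insect_isotig04644 rose from 7 to 37 reads (log2 ratio 2.46, 95% interval 1.28 to 3.87) and the CYP6CX1v2 transcript 2.0_insect_isotig02841 from 91 to 208 reads (1.25, 0.89 to 1.63), whereas SCAFFOLD26091 fell from 63 to 19 reads (-1.67, -2.49 to -0.91) and 2.0_insect_isotig05513 from 121 to 54 reads (-1.10, -1.59 to -0.63). By the paper's qRT-PCR the 2 P450s that rose had ratios of 2.56 and 11.28, and SCAFFOLD26091 had 0.32. The qRT-PCR ratio of 2.0_insect_isotig05513 was 1.44, opposite to its fall in the reads. Of the 5 GSTs, 4 rose with log2 ratios from 1.20 to 1.62, and 2.0_insect_isotig02573 fell (-1.24), with a qRT-PCR ratio of 1.18 in the paper. Of the 11 transcripts given the UGT enzyme number in Table S2, 10 rose with log2 ratios from 1.10 to 2.08, and 2.0_insect_isotig00866 fell from 391 to 95 reads (log2 ratio -1.98, -2.32 to -1.65). With Bonferroni adjustment 13 of the 21 transcripts passed, and with a negative binomial exact test at an assumed biological coefficient of variation of 0.2 none did. At that value no transcript of any kind with a log2 ratio between 1 and 2 in size was called. Most of the 21 lie in that range, so their failure follows largely from the assumed value.

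**Figure D2:**
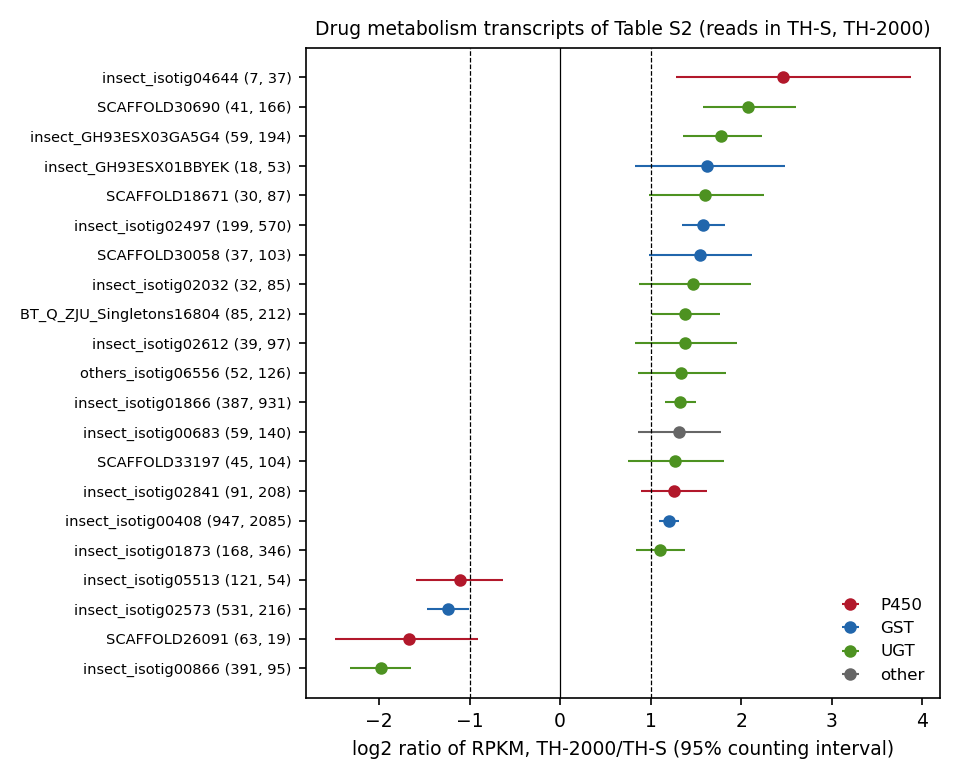
The log2 ratio of RPKM (TH-2000/TH-S) of each of the 21 transcripts of Table S2, with its 95% interval from the read counts; the reads in TH-S and in TH-2000 stand beside each name, colours mark the enzyme class and dashed lines mark log2 ratios of 1 and -1. The points on the right are the 17 transcripts that rose and those on the left the 4 that fell, from -1.98 to 2.46, and the interval is widest for the transcript with 7 reads in TH-S.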

Specifically, 21 genes encoding enzymes in drug metabolism pathway were highly enriched, including 4 cytochrome P450s and 5 GSTs (Table S2). 

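Of the 118 transcripts of Table S3, all had the sign given there and 116 passed the threshold, 53 up-regulated and 63 down-regulated. The other 2 fell short on the FDR alone. SCAFFOLD42879 (77 and 31 reads, log2 ratio -1.25) had an FDR of 0.00117 and C3512360 (66 and 24 reads, log2 ratio -1.40) an FDR of 0.00101. With the sums of unambiguous reads as library totals in place of the clean reads, all 118 passed. The lower of the 2 counts was under 20 reads for 29 transcripts, with a median of 51.5. No read was found in TH-2000 for 5 of them, which had from 28 to 46 reads in TH-S. With TMM scaling, which raised every log2 ratio by 0.09, 53 up-regulated and 51 down-regulated transcripts passed.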

Interestingly, we also found 53 up-regulated and 65 down-regulated genes in metabolic pathways (Table S3). 

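Among the up-regulated transcripts, arginine kinase (2.0_others_isotig07193) rose from 391 to 823 reads (log2 ratio 1.14, 95% interval 0.96 to 1.31), and NADH dehydrogenase subunit 5 (2.0_others_isotig03354) from 1785 to 4887 reads (1.52, 1.44 to 1.59). The cytochrome c oxidase transcript 2.0_insect_isotig00710 rose from 164 to 325 reads (1.05, 0.77 to 1.33). Among the down-regulated transcripts, 1-acyl-sn-glycerol-3-phosphate acyltransferase had no read in TH-2000 on either of its 2 transcripts, against 44 reads in TH-S on 2.0_insect_isotig06379 and 43 on BT_Q_ZJU_Singletons14795. The upper bounds of their 95% intervals were log2 ratios of -3.45 and -3.42, and their log2 ratios of -14.2 and -14.0 depend on the value set for an RPKM of 0. By the paper's qRT-PCR 2.0_insect_isotig06379 rose instead, with a ratio of 2.19. Hemocyanin (2.0_insect_GG3J73P03GQFKF) fell from 103 to 28 reads (-1.82, -2.47 to -1.20), and aconitase (C3375150) from 24 to 2 reads (-3.52, -6.65 to -1.51).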

Up-regulated transcripts included GST, cytochrome P450, glucosyl/glucuronosyl transferases, udp glucuronosyl transferases, nadh dehydrogenase, arginine kinase and cytochrome c oxidase, whereas down-regulated ones were 1-acyl-sn-glycerol-3-phosphate acyltransferase, hemocyanin subunit, NADH- dehydrogenase, aconitase and cytochrome p450. It is worth noting that some of these differentially expressed genes were linked to central nervous system (CNS) diseases pathways, such as Parkinson's disease and Alzheimer's disease. A plausible explanation is that nAChRs, the target site for neonicotinoid insecticides, reside in the CNS.

**Figure 2:**
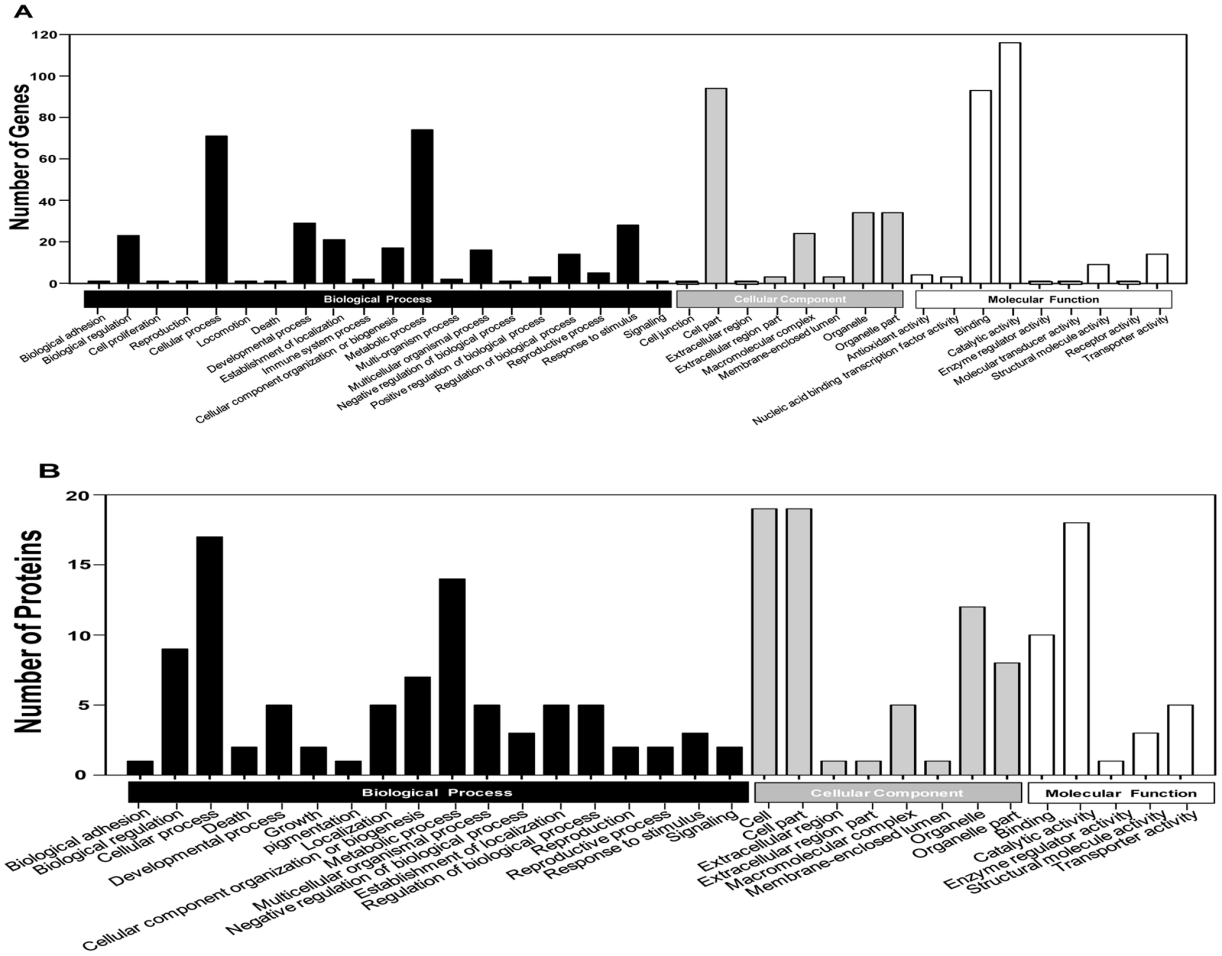
Gene Ontology classification of differentially expressed genes and proteins between thiamethoxam resistance and susceptible ***B.*** **tabaci**** **.** **** The differentially expressed genes or proteins are grouped into three hierarchically-structured GO terms, biological process, cellular component, and molecular function. The y-axis indicates the number of genes or proteins in each GO term. (A) Differentially expressed genes identified by RNA-seq. (B) Differentially expressed proteins identified by iTRAQ.

**Table 3:** Significantly enriched KEGG pathways in *B. tabaci* transcriptome.

Pathway	Gene		P-value	Pathway ID
	Dif Expressed^1^	Expressed^2^		
Starch and sucrose metabolism	34	721	4.97E-14	ko00500
Antigen processing and presentation	25	400	2.90E-13	ko04612
Metabolic pathways	118	6788	2.08E-11	ko01100
Galactose metabolism	21	447	4.32E-09	ko00052
Drug metabolism - cytochrome P450	21	553	1.63E-07	ko00982
Metabolism of xenobiotics by cytochrome P450	20	543	5.19E-07	ko00980
Lysosome	25	893	3.05E-06	ko04142
Ascorbate and aldarate metabolism	13	273	3.46E-06	ko00053
Viral myocarditis	13	294	7.72E-06	ko05416
Methane metabolism	6	59	2.45E-05	ko00680
Pentose and glucuronate interconversions	13	330	2.61E-05	ko00040
Steroid hormone biosynthesis	16	518	6.08E-05	ko00140
Retinol metabolism	16	567	0.000171754	ko00830
Amyotrophic lateral sclerosis (ALS)	9	203	0.000190324	ko05014
Porphyrin and chlorophyll metabolism	11	336	0.000527308	ko00860
Parkinson's disease	16	631	0.000555731	ko05012
Oxidative phosphorylation	15	571	0.000573791	ko00190
Pyruvate metabolism	11	354	0.000809227	ko00620
Citrate cycle (TCA cycle)	9	256	0.001017943	ko00020
Phototransduction	5	85	0.001512066	ko04744
Olfactory transduction	6	127	0.001616717	ko04740
Fatty acid biosynthesis	7	173	0.0016526	ko00061
Tight junction	14	577	0.001826685	ko04530
Drug metabolism - other enzymes	16	717	0.002077023	ko00983
Biosynthesis of unsaturated fatty acids	6	142	0.002833766	ko01040
Cardiac muscle contraction	8	257	0.004027393	ko04260
Spliceosome	17	909	0.008783225	ko03040
Glutathione metabolism	8	306	0.01103588	ko00480
Protein processing in endoplasmic reticulum	16	897	0.01626663	ko04141
Hypertrophic cardiomyopathy (HCM)	8	334	0.01779255	ko05410
Biosynthesis of secondary metabolites	30	2047	0.01841002	ko01110
Allograft rejection	1	3	0.02910126	ko05330
Graft-versus-host disease	1	3	0.02910126	ko05332
PPAR signaling pathway	7	304	0.0309862	ko03320
Complement and coagulation cascades	4	124	0.03397758	ko04610
Arachidonic acid metabolism	5	183	0.03465662	ko00590
Glyoxylate and dicarboxylate metabolism	4	126	0.03571525	ko00630
Two-component system	3	78	0.04136638	ko02020
Terpenoid backbone biosynthesis	3	78	0.04136638	ko00900
Synthesis and degradation of ketone bodies	3	80	0.0440508	ko00072

1 The number of differentially expressed genes that belong to each KEGG pathway.

2 The number of expressed genes that belong to each KEGG pathway.

### Thiamethoxam-induced differential protein expression between susceptible and resistant *B. tabaci*

After challenged with thiamethoxam, 52 differentially expressed proteins (p-value≤0.05) were identified between susceptible (TH-S) and resistant (TH-2000) *B. tabaci*. Among them, 38 proteins were up-regulated (≥1.2∼Fold, p-value≤0.05) and 14 proteins were down-regulated (≤0.8∼Fold, p-value≤0.05) (Table S4). Following in-gel digestion by trypsin, peptides were identified by liquid chromatography-electrospray ionization/multistage mass spectrometry (LC-ESI-MS/MS; Table S4). Glutathione- S-transferase and glucosyl/glucuronosyl transferase, which are involved in xenobiotics detoxification, were up-regulated by 1.96 and 1.56-fold, respectively, in the resistant TH-2000 *B. tabaci* relative to the susceptible TH-S strain. Other up-regulated peptides in the resistant *B. tabaci* included UDP glucuronosyl transferase (1.73-fold), implicated in the inactivation and excretion of both endogenous and exogenous compounds [34]; luciferin regenerating enzyme (1.71-fold), playing an important role in the recycling of oxyluciferin into luciferin [35]; eukaryotic initiation factor (1.23-fold), associated with protein translation initiation and elongation processes [36]; glycyl-tRNA synthetase (1.38-fold), involved in RNA modification, RNA transportation, and amino acid-tRNA synthesis [37]; and ADP/ATP translocase proteins (1.49-fold), a group of enzymes catalyzing the exchange of ADP and ATP across the mitochondrial inner membrane [38]. In addition, proteins related to energy regulation, protein transportation and binding were also differentially expressed between the resistant and susceptible *B. tabaci* (Table S4).

To correlate protein with mRNA expression profiles, accession numbers from the proteomic dataset was extracted and compared to the annotated RNA-seq libraries. Differentially expressed peptides were compared to the nucleotide sequences using BLASTp. Differentially expressed peptides were compared to the nucleotide sequences using BLASTp as follows: (i) E-value is less than 1e-15, (ii) the number of mismatches is no more than 6%, and (iii) the alignment is at least 30 amino acids. Table S5 shows the directional correlation between mRNAs and proteins, and the correlation coefficient between the proteins and gene expression profiles was 0.6643 (Figure 3, Table S5).

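Of the 52 proteins of Table S4, 34 had their own transcript in the read counts and 11 had a transcript past the threshold. Over these 11 pairs the log2 ratio of RPKM and the paper's log2 protein ratio had a Pearson correlation of r = 0.68 (permutation p = 0.0145) and a Spearman rho of 0.80 (permutation p = 0.00509). Without the 2 pairs farthest from the median protein ratio, r was 0.95 (exact permutation p = 0.000378). Those 2 were the only pairs in which transcript and protein both fell. In all the others the protein rose, although the transcript fell in 4, so this r does not speak for a shared direction. The 18 pairs of Table S5 gave r = 0.67 (permutation p = 0.00155) and rho = 0.77 (permutation p = 0.00038). Over all 34 pairs r was 0.27 (permutation p = 0.133) and rho 0.61 (permutation p = 0.00018). This low r rests on 1 pair with 0 and 1 reads, whose log2 ratio is set by the value given to an RPKM of 0. In the 33 pairs with a read in both libraries, a set chosen after the data were seen, r was 0.50. Leaving out the 2 farthest pairs gave r = 0.22 (permutation p = 0.218) for the 34 pairs and 0.92 (permutation p = 1e-05) for the 18. The first of these sets keeps the pair with 0 and 1 reads. The second leaves out the only pair of the 18 whose protein fell. All p-values are two-sided. Benjamini-Hochberg adjustment over the 7 sets of pairs gave 0.0203, 0.00271 and 0.155 for the Pearson permutation tests of the 11, 18 and 34 pairs. These correlations are across transcripts of 1 library per strain, and transcripts are not independent replicates. The 11 and 18 pairs were also chosen by their change or annotation.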

**Figure 3:**
Correlation between the differently expressed proteins and genes. Scatter plots illustrates the distribution of differentially expressed proteins and related genes. The Pearson correlation coefficient between proteins and mRNA expression profiles is shown in the upper left corner of the plot.

### Gene ontology and pathway analysis

Among the 52 differentially expressed proteins, 28 were sub-categorized into 31 hierarchically-structured GO classes including 18 Biological Process, 8 Cellular Component, and 5 Molecular Function (Figure 2B). Specifically, “biological regulation” (9, 32.1%), “cellular process” (17, 60.7%), and “metabolic process” (14, 50%) were highly represented in “Biological Process”, whereas, “cell” (19, 67.9%), “cell part” (19, 67.9%), and “organelle” (12, 43%) were the most common categories in “Cellular Component”. In “Molecular Function”, the top three categories are “catalytic activity” (18, 64.3%), “binding” (10, 35.7%) and “transporter activity” (5, 17.9%) (Figure 2B, Table S6). Upon further investigation by GO enrichment analysis (p-value≤0.05), sodium/potassium-transporting ATPase subunit beta-2, mitochondrial import inner membrane translocase subunit TIM44, thioredoxin, serpin, cathepsin L, ruvB-like protein 1 isoform 1, transport protein sec23, mitochondrial ATP synthase coupling factor 6 precursor, 14-3-3 protein epsilon, peroxiredoxin-like protein, ribosomal protein S15Aa-isoform D, mitochondrial ATP synthase F chain, p270 proteins, GST, and cytochrome P450 *CYP3A* were significantly impacted by thiamethoxam treatment. To investigate which biological pathways were active when exposed to thiamethoxam, 35 differently expressed proteins were assigned to the reference pathways in KEGG. As a result, 14 pathways were enriched (p-value≤0.05), including “Metabolism of xenobiotics by cytochrome P450”, “Drug metabolism- cytochrome P450”, and “Drug metabolism-other enzymes”. Among them, “Metabolism of xenobiotics by cytochrome P450”, and “Drug metabolism- cytochrome P450” had the lowest p-value (Table 4). KEGG pathway analysis also revealed that the most-enriched peptides, including GSTs, UDP-glucuronosyltransferases, glucosyl/glucuronosyl transferases, and cytochrome P450s, were involved in xenobiotic metabolism (Table S7 and Table S8).

**Table 4:** Significantly enriched KEGG pathways in *B. tabaci* proteome.

Pathway	Protein		P-value	Pathway ID
	Dif Expressed^1^	Expressed^2^		
Metabolism of xenobiotics by cytochrome P450	6	16	3.10E-05	ko00980
Drug metabolism - cytochrome P450	6	16	3.10E-05	ko00982
Drug metabolism - other enzymes	6	20	0.000131541	ko00983
Steroid hormone biosynthesis	4	10	0.000597143	ko00140
Retinol metabolism	4	12	0.001318997	ko00830
Other types of O-glycan biosynthesis	3	6	0.001523666	ko00514
Ascorbate and aldarate metabolism	3	10	0.008066442	ko00053
Porphyrin and chlorophyll metabolism	3	11	0.01075072	ko00860
Aldosterone-regulated sodium reabsorption	2	4	0.01115195	ko04960
Pentose and glucuronate interconversions	3	15	0.02617927	ko00040
Bile secretion	2	6	0.02633193	ko04976
Carbohydrate digestion and absorption	2	6	0.02633193	ko04973
Protein digestion and absorption	2	7	0.03583105	ko04974
Proximal tubule bicarbonate reclamation	2	8	0.04643902	ko04964

1 The number of differentially expressed proteins that belong to each KEGG pathway.

2 The number of expressed proteins that belong to each KEGG pathway.

### qRT-PCR validation study

To validate results from transcriptomic and proteomic analyses, genes encoding differentially expressed proteins between thiamethoxam-resistant and -susceptible *B. tabaci* were subjected to the qRT-PCR analysis. 

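The log2 ratio from the 2 libraries and that from the qRT-PCR ratio printed in Table S9 had the same sign for 30 of the 41 transcripts (73.2%, 95% Wilson interval 58.1% to 84.3%). Of the 30 transcripts up-regulated in the libraries, 27 had a qRT-PCR ratio above 1. Of the 11 that fell, 3 had a qRT-PCR ratio below 1, and the other 8 had ratios from 1.16 to 2.19. Among these 8 was BT_Q_ZJU_Singletons157950, which did not pass the FDR threshold. When both log2 ratios also had to be at least 1 in size, 23 of the 41 remained. Across the 30 up-regulated transcripts, which are not independent replicates, the size of the change by RNA-seq did not track that by qRT-PCR (Pearson r = 0.11, permutation p = 0.566; Spearman rho = -0.28, permutation p = 0.14). Without the 2 transcripts farthest from the median RNA-seq ratio, r was -0.52 (permutation p = 0.00454, 0.00908 after Benjamini-Hochberg adjustment over the 2 sets) and rho -0.35 (permutation p = 0.0655), so the sign of r rests on those transcripts. The largest rise by both methods was that of the cathepsin B-like transcript 2.0_insect_isotig04790, with a ratio of 31.8 from the libraries and the paper's qRT-PCR ratio of 69.75. Of the 8 up-regulated transcripts with under 20 reads in TH-S, 3 reached a qRT-PCR ratio of 1.5, as did 20 of the other 22.

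**Figure D3:**
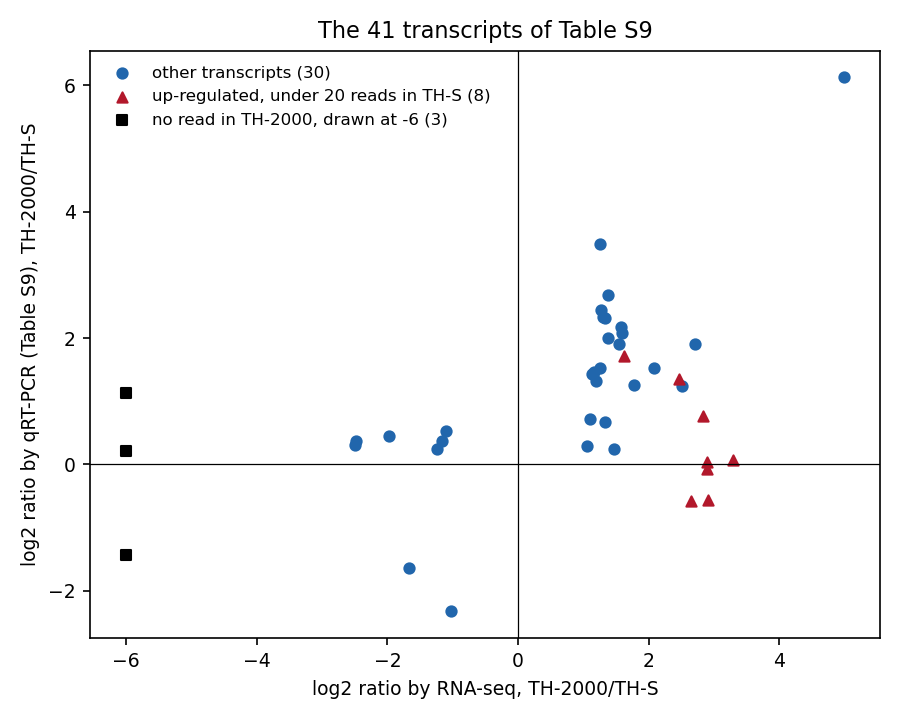
The paper's log2 qRT-PCR ratio is plotted against the log2 ratio of RPKM (both TH-2000/TH-S) for the 41 transcripts of Table S9. Triangles are the 8 up-regulated transcripts with under 20 reads in TH-S, squares the 3 without a read in TH-2000, drawn at -6, and circles the other 30. Transcripts at the upper right and the lower left have the same direction by both methods, and 8 of the 11 that fell in the libraries lie above the horizontal line.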

Among the genes tested (41), 75% (31) were in agreement with the omics results (Table S9). Expression profiles of representative transcripts encoding UDP-glucuronosyltransferase 2B10-like isoform 1 (XP_002704642.1), glucosyl/glucuronosyl transferases (XP_969321.2), GST (ACH90394.1), and cytochrome P450 *CYP6CX1* (ACT78507.2), respectively, were shown in Figure 4. All four transcripts showed significantly higher expressions (p-value<0.05) in the resistant TH-2000 strain in comparison to the susceptible TH-S strain, in which *CYP6CX1* had the highest differential expression (∼11-fold).

**Figure 4:**
Quantitative real-time PCR analysis. The relative gene expression of selected target genes was normalized to a *BestKeeper* composed of endogenous reference genes *EF-1a* and *β-actin*. Standard errors were generated from the three biological replicates. Asterisks denote significant gene expression differences between resistant and susceptible *B. tabaci*, as determined by a paired t-tests (* p<0.05, ** p<0.01).

### Enzymatic activity assay

Resistant *B. tabaci* strains (TH-R and TH-2000) were derived from a field-collected susceptible strain (TH-S), which had no previous exposure to insecticides. Both of these resistant strains have been exposed to thiamethoxam continuously for over 60 generations. Samples collected from TH-2000 were LC_80_ survivors, whereas TH-R were LC_50_ survivors. Theoretically, individuals from TH-2000 have a higher level of tolerance to thiamethoxam treatment, and this difference was reflected in the metabolic enzyme activity assays. For example, GST activity of TH-R strain was slightly higher than that of the susceptible TH-S strain, however, the difference was not substantial (one-way ANOVA, P<0.05; LSD test). In contrast, GST activity was significantly elevated in TH-2000 strain, which exhibited a 1.79-fold higher GST activity than TH-S when using CDNB and GSH as substrates (Table 5). The same trend was observed in P450 monooxygenase activities as well (Table 5). The PNOD activities of the two resistant TH-R and TH-2000 strains are 1.67 and 2.82-fold, respectively, greater than that of the susceptible TH-S strain. Furthermore, both GST and P450 activities between the two resistant strains (TH-R and TH-2000) were also significantly different (one-way ANOVA, P<0.05; LSD test) (Table 5).

**Table 5:** Metabolic enzyme activity among thiamethoxam resistance and susceptible *B. tabaci*.

Strain	GST activity (±SE)(OD340/min/mg)	Ratio		PNOD activity (±SE)(µmol/mg/30 min)	Ratio	
		TH-R/TH-S	TH-2000/TH-S		TH-R/TH-S	TH-2000/TH-S
TH-S	1.12 (±0.0769) B^1^	1.201	1.794	5.86 (±0.7636) C	1.672	2.816
TH-R	1.35 (±0.0799) B			9.79 (±2.1545) B		
TH-2000	2.02 (±0.1118) A			16.50 (±1.4669)A		

1 Means with different letters denote significant difference (P<0.05).

## Discussion

Insects are surrounded with an environment filled with toxic compounds, and constantly expose to xenobiotics through physical contact, ingestion, and inhalation. The repetitive application of synthetic insecticides in an artificially simplified (e.g., monoculture) agricultural ecosystem, insects develop an intricate detoxification system to maximize their survivorship by metabolizing insecticides and plant secondary compounds into less toxic substances and/or increasing their solubility to facilitate their sequestration [39]. Typically, the metabolic detoxification system in insects consists of three major groups of enzymes. The phase I detoxification enzymes, acting on a broad range of substrates directly to reduce their toxicity, are represented by the cytochrome P450 monooxygenases (P450s). The phase II enzymes, including glutathione S-transferases (GSTs), UDP-glucuronosyltransferases(UGTs), and carboxylesterases (COE), facilitate the excretion of hydrophobic toxic compounds by improving their hydrophilicity. The phase III enzymes are mainly composed of ATP binding cassette (ABC) and other transmembrane transporters that actively pump the conjugated xenobiotics out of the cell. A total of 196 genes encoding Phase I and II detoxification enzymes have been identified in *D. melanogaster* including 89 P450s, 39 GSTs, 35 COEs, and 33UGT [40], [41], [42]. In this study, the differentially expressed genes identified from transcriptome and proteome are predominantly Phase I and II detoxification enzymes, except one overexpressed Phase III enzyme, ABC sub-family G member 4-like isoform 1. Enzymatic activity assay results from this study and a previous report [26] clearly demonstrate the elevated metabolic enzyme responses toward thiamethoxam in *B. tabaci*.

### Phase I enzyme involved in thiamethoxam resistance

Cytochrome P450s (CYP, EC 1.14.14.1) are an extremely important metabolic system involved in catabolism of various classes of insecticides, and the CYP6 family has been implicated in insecticide resistance more than any other P450 families [43], [44]. Increased expression of *Cyp6g1* led to resistance to DDT, neonicotinoids, and insect growth regulators in *D. melanogaster* [4], [45]. Elevated expression of *CYP6D1*, *CYP6A*, and *CYP6D3* were associated with pyrethroid and neonicotinoids resistance in *M. domestica* [6], [46]. A brain-specific cytochrome P450, *CYP6BQ9*, was determined to be responsible for the deltamethrin resistance in *Tribolium castaneum* [47]. Two duplicated P450 genes, *CYP6P4* and *CYP6P9*, were over-expressed in pyrethroid resistant *Anopheles funestus* [48]. In *Anopheles gambiae*, *CYP6P3* was significantly over-expressed in field populations and this P450 was linked directly to the permethrin resistance [49].

In *B. tabaci*, increased detoxification by cytochrome P450s has been associated with neonicotinoid resistance. *CYP6cm1*, which was over expressed in several laboratory-selected *B. tabaci* strains, was considered as a legitimate molecular marker for screening imidacloprid resistance in the field [24]. The expression levels of *CYP6C* and *CYP9F*, respectively, were elevated 5–7 fold in imidacloprid resistant *B. tabaci* [50]. After more than 30 generations of selection, thiamethoxam resistance reached 66-fold in resistant *B. tabaci* [25], [26]. Synergism studies revealed that piperonyl butoxide, a cytochrome P450 inhibitor, had significant synergistic effects toward thiamethoxam, in which resistant ratio dropped to 3-fold in resistant *B. tabaci* [26]. In this study, combined data from omics analyses and enzymatic activity assays are in accordance with previous reports, strongly suggesting the involvement of P450 monooxygenases in thiamethoxam resistance in *B. tabaci*. 

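The transcript 2.0_insect_isotig02841, annotated CYP6CX1v2 and 926 bases long, had 91 reads in TH-S and 208 in TH-2000, a ratio of 2.39 (log2 ratio 1.25, 95% interval 0.89 to 1.63). A second CYP6CX1v2 transcript of the reference, an expressed sequence tag of 530 bases, had 47 and 107 reads, a ratio of 2.38 (log2 ratio 1.25, 0.74 to 1.78). The ratios of both transcripts lay within each other's intervals, whereas the paper's qRT-PCR ratios in Table S9 are 11.28 for the first and 2.89 for the second. Neither passed the threshold with a negative binomial exact test at an assumed biological coefficient of variation of 0.2. That test called no transcript with a log2 ratio between 1 and 2 in size, so it says little about these transcripts.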

Specifically, *CYP6CX1* exhibited significantly higher mRNA expression in a laboratory-selected thiamethoxam resistant strain. In addition, *CYP6CX1* has recently been implicated in *B. tabaci* resistance to fenvalerate, chlopyrifos, and avermectin in the field [51]. To elucidate its role in thiamethoxam resistance, molecular cloning and RNAi-based functional characterization are currently in progress.

### Phase II enzyme involved in thiamethoxam resistance

Similar to Phase I P450s, Phase II detoxification enzymes were also elevated in response to insecticide exposures. Elevated production of Phase II enzymes, GSTs (EC 2.5.1.18), has been documented as a mechanism of resistance to organochlorines, organophosphates (OP), and pyrethroids [52]. Over-expression of *GSTe2* led to resistance to both DDT and permethrin in *Aedes Aegypti* [53]. Elevated GST activity was also linked with acaricide resistance in *Tetranychus urticae* [54]. *MdGST-3* was over expressed in OP-resistant *M. domestica* [55]. In a lambda-cyhalothrin resistant *N. lugens*, the expression of *nlgst1-1* was highly elevated in comparison to a susceptible strain [56]. In the decamethrin resistant *Tenebrio molitor*, GST provided a passive protection mechanism by binding to this pyrethroid insecticide [57]. In this study, GSTs in a resistance TH-2000 strain was significantly over-expressed in comparison to the susceptible TH-S strain, and it is consistent with a previous study utilizing the same thiamethoxam resistant and susceptible *B. tabaci* strains [26]. This result is supported by the differentially expressed GSTs identified from both transcriptomic and proteomic analyses, indicating that GSTs play a central role in the detoxification of thiamethoxam in *B. tabaci*.

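The GST with the most reads, 2.0_insect_isotig00408, rose from 947 to 2085 reads (log2 ratio 1.20, 95% interval 1.09 to 1.31). The transcript 2.0_insect_isotig02497 rose from 199 to 570 reads (1.58, 1.35 to 1.82), and its protein had the paper's ratio of 1.844. SCAFFOLD30058 rose from 37 to 103 reads (1.54, 0.98 to 2.12) and 2.0_insect_GH93ESX01BBYEK from 18 to 53 reads (1.62, 0.83 to 2.48). The GST with the larger protein ratio in Table S4 (the paper's value is 1.958) had a transcript below the threshold (2.0_insect_isotig02364, 715 and 867 reads, log2 ratio 0.34, 0.20 to 0.49). The transcript annotated as GST 3, 2.0_insect_isotig02573, fell from 531 to 216 reads (-1.24, -1.470 to -1.004). The paper's qRT-PCR ratio for it is 1.18, opposite to this fall, while those of the 4 GSTs that rose ran from 2.49 to 4.51.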

UDP-glucuronosyl transferases (EC 2.4.1.17; UGTs) are a major class of phase II drug metabolizing enzymes that play an important role in detoxifying a large number of xenobiotics through conjugation reactions [58]. Specially, the biological process predominantly involved UGTs is glucuronidation, in which a glucuronic acid moiety is added to a suite of endogenous and/or exogenous substrates to facilitate the removal of some of these compounds [59]. UGTs are highly expressed in liver and they are responsible for the metabolism of over 200 drugs in human body [58], [60]. Insect UGTs, on the other hand, are implicated in the detoxifications of insecticides [34]. UGTs activity was highly expressed in the larval and adult stages in *D. melanogaster*, and correlated with increased detoxification capability [61]. In *Bombyx mori*, expressed *BmUGT1* can conjugate a wide range of substrates including flavonoids, coumarins and other phenolic compounds, suggesting a role of UGTs in detoxification processes [62]. Besides detoxification, UGTs are also involved in olfaction, endobiotic modulation, UV protection, and sequestration [63]. 

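The UGT transcript of this pair, 2.0_insect_GH93ESX03GA5G4, had 59 reads in TH-S and 194 in TH-2000, a ratio of 3.43 (log2 ratio 1.78, 95% interval 1.35 to 2.23, FDR of 1.58e-17 in the Audic-Claverie test). It was the second largest rise among the 11 UGT transcripts of Table S2. SCAFFOLD30690 rose most, from 41 to 166 reads (log2 ratio 2.08, 1.58 to 2.61). The most reads in TH-2000 were those of 2.0_insect_isotig01866, 931 against 387 in TH-S (log2 ratio 1.33, 1.156 to 1.504). The only one to fall, 2.0_insect_isotig00866, went from 391 to 95 reads, and its paper's qRT-PCR ratio is 1.37.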

In this study, UGT transcripts and proteins were increased 3.43 and 1.73-fold, respectively, in response to thiamethoxam exposure. Although there is no direct evidence linking UGTs with neonicotinoid resistance, the apparent over-expression of UGT at both transcription and translation levels in the resistant *B. tabaci* suggests the potential involvement of UGTs in thiamethoxam resistance.

Mitochondria is an important target site for toxic compounds and its involvement in apoptosis controls life and death decisions in the cell [64], [65]. Mitochondria cytochrome c oxidase (COX) (EC 1.9.3.1) is a complex metalloproteinase that provides a critical function in cellular respiration in both prokaryotes and eukaryotes [66]. In mammalian brain, reduced *COX* activity is an important factor for graded neuronal depolarization (or hyperexcitability) and neuronal death [67]. Elevated expression of *COX* was involved in the development of resistance to methotrexate in Chinese hamster ovary cells [68]. In *Blattella germanica*, *COX1* was over-expressed in a permethrin resistant strain [69]. Also, increased expression of *CO3* was tightly regulated in response to permethrin treatment in *A. Aegypti* [70]. In *Schistosoma mansoni*, *SCOX1* was substantially increased in a praziquantel resistant strain [71]. In this study, the *COX* is over-expressed in the TH-2000 strains, suggesting that cytochrome c oxidase may play a role in thiamethoxam resistant in whiteflies.

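The COX transcript of Table S9, 2.0_insect_isotig00710 (subunit VIb), had 164 reads in TH-S and 325 in TH-2000, a ratio of 2.07 (log2 ratio 1.05, 95% interval 0.77 to 1.33), so the threshold of 1 lay inside the interval. The paper's qRT-PCR ratio for it is 1.22. It was the only transcript annotated as cytochrome c oxidase in the supplementary tables used here.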

Enhanced production of carboxylesterases through gene amplification and/or up-regulation has been demonstrated in resistance to organophosphates, carbamates and pyrethroids in *M. persicae*, *Schizaphis graminum*, and *N. lugens* [72], [73], [74]. 

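The transcript annotated as carboxylesterase COE2, 2.0_insect_isotig00440, had 444 reads in TH-S and 209 in TH-2000, a ratio of 0.492 (log2 ratio -1.02, 95% interval -1.27 to -0.78), and passed the threshold as down-regulated. With TMM scaling its log2 ratio was -0.94 and with a pseudocount of 1 it was -0.995, and it no longer passed. The paper's qRT-PCR ratio for this transcript in Table S9 is 0.2.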

Although our transcriptomic and proteomic results did not identify differentially expressed carboxylesterases between resistant and susceptible *B. tabaci* showed specific activity of carboxylesterases was significantly higher in thiamethoxam resistance strain [26]. This is consistent with a previous study focusing on neonicotinoid cross-resistance in a *B. tabaci* B biotype in Israel [19], and indicates the potential involvement of carboxylesterases in thiamethoxam resistance. In a previous effort, a total of 72 and 52 up- and down-regulated transcripts were identified from the forward and reverse SSH libraries, respectively [27]. Similar to this study, differentially expressed genes between the thiamethoxam-resistant and -susceptible *B. tabaci* include, but not limit to, cell communication, response to abiotic stimulus, response to stress, lipid particle, nuclear envelope, cell proliferation, and nutrient reservoir activity. qRT-PCR analysis, however, validated 50% of the randomly selected transcripts showed significant differences. With the advent of Omics Era, transcriptomic and proteomic responses of *B. tabaci* to thiamethoxam were studied here using RNA-seq and iTRAQ, respectively. Ultra high-throughput omics analyses not only provided 10-fold more differentially expressed transcripts (1338 in comparison to 124), but also identified 52 differentially expressed proteins. Besides drastically improved sequencing output, qRT-PCR validation study indicates that coordinated omics approach (75%) is more accurate than SSH method (50%).

### Correlations between mRNA and protein expression

In this study, only a modest set of genes and proteins were concordantly differentially expressed (Figure 5). 

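Of the 52 differentially expressed proteins, 11 had a transcript past the threshold, 23 had a transcript in the read counts that did not pass and 18 had no unambiguous read on their transcript. The 11 pairs were both up-regulated in 5 cases and both down-regulated in 2, and in the other 4 the transcript fell and the protein rose. The 5 were a GST, 2 UGTs, the luciferin-regenerating enzyme and C3418672. Of the 4 in opposite directions, 2 were the vitellogenin transcripts 2.0_others_isotig11193 (24419 reads in TH-S and 4170 in TH-2000, log2 ratio -2.49) and 2.0_insect_contig00018 (10082 and 1713 reads, log2 ratio -2.49), with the paper's protein ratios of 1.217 and 1.202. Over the 34 proteins with a transcript in the read counts, 20 pairs had the same direction and 14 the opposite. With a negative binomial exact test at an assumed biological coefficient of variation of 0.2, the transcripts of 2 proteins passed.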

Expression profiles are highly dynamic, and mRNA expression and protein levels do not always correlate [75], [76]. Discrepancies in the directional changes between transcriptome and proteome are likely due to the single sampling time-point, as the temporal changes in transcript versus protein *in vivo* are poorly understood [77]. In addition, the regulatory mechanism of transcriptome and proteome are complex, and both turnover and mRNA stability are important factors contributing to translation efficiency [76], [77]. Furthermore, without a fully sequenced *B. tabaci* genome, difference between the expressed transcripts and the translated proteins will most likely be the norm rather than the exception.

**Figure 5:**
Venn diagram summarizing the proportion of proteins and genes significantly expressed between thiamethoxam resistance and susceptible *B. tabaci*. Differentially expressed transcripts and peptides are represented in respective circles. The overlapping region denotes specific transcripts with their corresponding peptides.

### Summary

The exposure to xenobiotics typically induces a global transcriptional response that leads to the over expression of the detoxification machinery in insects. Our previous and current efforts using conventional SSH approach, coordinated omics analyses, and metabolic pathway analysis identified a core set of differentially expressed genes and proteins between the thiamethoxam-resistant and -susceptible *B. tabaci*. Specifically, the expression of a suite of Phase I and Phase II detoxification enzymes, including cytochrome P450s, UDP-glucuronosyltransferases, and glutathione S-transferases, were substantially elevated, suggesting a metabolic detoxification mechanism underlying the thiamethoxam resistance. 

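Of the 21 transcripts of Table S2, 17 rose, namely 2 of 4 cytochrome P450s, 4 of 5 GSTs, 10 of 11 UGTs and 1 other. That table lists transcripts past the threshold. A further list, the drug metabolism proteins of Table S7, was taken after the data had been seen. Of its 6 proteins, 5 had their transcript in the read counts, with a median log2 ratio of 1.10. This list is not independent of Table S2, since 3 of the 5 transcripts, including the one at the median, are also in that table. The median was above 99.95% of the medians of 10000 random lists matched on mean log2 RPKM, which carries no replicate error. Table S7 holds only proteins that changed between the strains, whereas the random transcripts were not picked by change. Part of this rank may therefore come from the picking. For the transcripts of all 29 up-regulated proteins of Table S4 with reads, the median was 0.11, above 86.0% of the random medians. Over all 34 proteins of Table S4 with reads, up- and down-regulated, it was -0.02, above 37.8% of them. From the rise of P450s, UGTs and GSTs in TH-2000, the paper proposes that metabolic detoxification underlies the resistance. It also draws on its enzyme assays, in which GST and P450 activities were higher in TH-2000 than in TH-S.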

Taken collectively, our results point the way to multiple avenues of “omics” approaches into the molecular understanding of insecticide resistance in an agriculturally important insect pest.

## Materials and Methods

### Ethics statement

*Bemisia tabaci* B biotype strains used in this study were initially collected in the field at Beijing in 2000, and have been maintained in a greenhouse at the Institute of Vegetables and Flowers, Chinese Academy of Agricultural Sciences. The species in the genus of Aleyrodidae are common agricultural pests and are not included in the “List of Protected Animals in China”. No specific permits were required for the described field studies.

### Sample preparation

Thiamethoxam susceptible (TH-S) and resistant (TH-R) *B. tabaci* strains were maintained on cabbage, *Brassica oleracea L.*, cv. Jingfeng 1 [25]. TH-S strain has been cultured without exposure to any insecticides [25]. In contrast, TH-R has been exposed to thiamethoxam for more than 60 generations, and exhibited >70-fold resistance to thiamethoxam in comparison to TH-S strain [26], [27]. In addition, a total of 10,000 TH-R adults were treated with 2,000 mg/L of thiamethoxam to eliminate the heterozygous individuals. After 48 hours, survivors were collected and designed as the TH-2000. This concentration (LC_80_) was determined based on a dose-response curve generated from an *in vivo* toxicity bioassay, in which 80% individuals from the resistance TH-R strain were killed by 2,000 mg/L of thiamethoxam insecticide. Approximately 1,500 TH-S and TH-2000 adults were collected, respectively, and snap-frozen immediately in liquid nitrogen and stored at −80°C.

### RNA-seq library preparation and sequencing

Total RNA was isolated from TH-S and TH-2000 whitefly samples, respectively, with Trizol (Invitrogen) and according to the manufacturer's protocol. The quantity and quality of RNA were determined with Nanodrop ND-1000. To remove residual DNA contamination, total RNA was treated with RNase-free DNase I (New England BioLabs). mRNA was purified from 6 ug of total RNA from each sample with Dynal oligo (dT) beads (Invitrogen), and then fragmented using RNA fragmentation kit (Ambion). The first cDNA strand was synthesized using random hexamer primers. The double-stranded cDNA fragments were processed by an end repair using T4 DNA polymerase, Klenow DNA polymerase, and T4 polynucleotide kinase (NEB) followed by a single Adenine base addition using Klenow 3′ to 5′ exo-polymerase, and concluded by ligation with Illumina's adaptor. The products were purified with QiaQuick PCR extraction kit (QiaGen) and enriched by PCR amplification. Finally, the library products were then subjected to sequencing analysis on the flow cell via Illumina HiSeq™ 2000.

### Annotation and *de novo* gene expression

Raw reads were transformed into clean reads by removing adaptor sequences, empty sequences (sequences with only adaptor but no reads), low-quality sequences (reads with unknown sequences [“N”]), and reads with a copy number of 1 (likely a sequencing error). All clean reads were then mapped to references sequences [32], [33] and only allowed no more than 1 nucleotide mismatch. Clean reads that map to multiple genes were filtered, and the remaining clean reads were designated as unambiguous reads. We, therefore, quantified transcript levels in reads per kilobase per million mapped reads (RPKM) [78]. For functional annotation, distinct sequences were BLAST against the NCBI NR database with a cut-off E-value of 10^−5^. In addition, Blast2GO (http://www.blast2go.org) was used to assign Gene Ontology terms (http://www.geneontology.org), while Kyoto Encyclopedia of Genes and Genomes (KEGG, http://www.genome.jp/kegg/ or http://www.kegg.jp/), a database resource that integrates genomic, chemical, and systemic functional information, was adopted to annotate molecular networks (pathways).

### Screening for differentially expressed genes

The mapped reads were assembled using a software package SOAPdenovo (short oligonucleotide alignment program) [79]. Then, the RPKM value for each transcript was measured in reads per kilobase of transcript sequence per million mapped reads. The significance of digital gene expression profiles were analyzed as described previously [80] with minor modifications. This algorithm, similar to GFOLD [81], denotes the number of unambiguous clean reads from gene A as x, as every gene's expression occupies only a small part of the library. P(x) yields to the Poisson distribution.
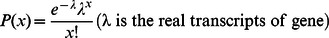
The fold change of each transcript was then calculated by the formula of log2 (TH-2000_RPKM/TH-S_RPKM). Where N1 and N2 indicate the total number of clean reads in TH-S and TH-2000, respectively, and x and y denote the mapped clean reads in each sample. FDR (False Discovery Rate) method was used to determine the threshold of p-value in differential gene expression tests. The probability that gene A expresses equally between two samples can be calculated with the following formula:

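With these totals, at least 16 reads in TH-2000 against none in TH-S, or 17 reads in TH-S against none in TH-2000, were needed for the transcripts called without a read in the other library. Such transcripts were 33 of the up-regulated and 44 of the down-regulated. The total used moved few calls. With the sums of unambiguous reads in place of the clean reads, 1388 transcripts passed, of which 674 were down-regulated, with the mapped reads of Table 1 1380 (744 up and 636 down), and with Fisher's exact test in place of the formula 1400 (751 up and 649 down).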

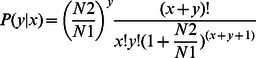
In this study, “FDR≤0.001 and the absolute value of log2Ratio≥1” was the threshold to evaluate the significance level of differentiated gene expression.

### Protein quantification and database search using iTRAQ labeling

1 mg of whiteflies (approximately 100 individuals) were dissected in lysis buffer (7M urea, 2M thiourea, 4% CHAPS, 40 mM Tris-HCl, pH 8.5), and 1 mM PMSF (phenylmethanesulfonyl fluoride) and 2 mM EDTA (ethylene diamine tetraacetic acid) were added later, respectively. After 5 min, 10 mM DTT was added to the lysis solution, and then it was centrifuged at 4°C, 30,000×*g* for 15 min. The supernatant was collected, and the concentration of total proteins was determined using a 2D Quantification Kit (GE Healthcare). For quality check, 30 µg of total protein from each sample was subjected to the SDS-PAGE analysis. After that, 100 µl protein from each sample was digested with trypsin gold (Promega) (protein∶ trypsin = 30∶1) at 37°C for 16 h, and resultant peptides were dried by vacuum centrifugation. The peptides were reconstituted in 0.5 M TEAB and processed according to the manufacturer's protocol for 8-plex iTRAQ (Applied Biosystems, Inc). Samples (100 mg total protein/sample) from TH-S and TH-2000 strains were labeled with 113 and 114 iTRAQ tags, respectively. Then pooled mixtures of iTRAQ-labeled peptides were fractionated by SCX chromatography (Phenomenex, Inc, USA) using a Shimadzu LC-20AB HPLC Pump system. Collected fractions were pooled into 10 final fractions and analyzed by nano LC-MS/MS analysis after desalting by Strata XC18 column (Phenomenex) and vacuum-dried. Nano LC-MS/MS analysis on each of these fractions was performed using a LTQ-Orbitrap Velos mass spectrometer (Thermo Fisher Scientific Inc. Rockford, IL., USA) equipped with nanoelectrospray ionization.

Peptides were identified by searching against a combined database containing *B. tabaci* B and Q biotypes (reference transcriptomes included both 454 and illumina sequencing data) [32], [33] using a MS/MS data interpretation algorithm within Mascot. Searches were restricted to whitefly database with carbamidomethyl cysteine as a fixed modification, and oxidized methionine as a variable modification. A peptide mass tolerance of 3 ppm and fragment mass tolerance of ±0.05 Da with one missed cleavage site of trypsin were allowed. When the Mascot software was used to search the database, 1005 proteins were identified with a false discovery rate (FDR) of less than 1%. Differential expression ratios for proteins were obtained from Mascot software (http://www.matrixscience.com), which calculates protein ratios using only ratios from the spectra that are distinct for each protein and excluding the shared peptides of protein isoforms. To calculate differential expression ratios, all identified spectra from a protein were used to obtain an average protein ratio relative to the control label (i.e. fold change). Student t-test was used to analyze the differential expression of proteins between resistant and susceptible *B. tabaci*. The p-value was calculated using the confidence intervals from the error factor generated in Mascot as
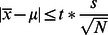
where, N is the number of peptide ratios, s is the standard deviation, and x represents the mean of peptide ratios. In this study, we used P≤0.05 and the fold change >1.2-fold or <0.8-fold as the thresholds to judge the significance level of differentiated protein expression.

### Functional and pathway enrichment analyses

Functional annotation of transcripts and proteins identified in *B. tabaci* was carried out using Blast2GO, an integrated GO annotation and data mining tool that assigns gene ontology through BLAST searches against nucleotide and/or protein databases [82]. GO enrichment analysis provides all GO terms that significantly enriched in differentially expressed genes/proteins in comparison to susceptible whiteflies. This method firstly maps all differentially expressed genes/proteins to GO terms in the database (http://www.geneontology.org/), calculating gene numbers for every term, then using hypergeometric test to find significantly enriched GO terms in differentially expressed genes/proteins comparing to *B. tabaci* transcriptome/proteome background. The calculating formula is
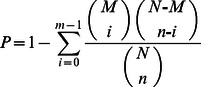
Where N is the number of all genes/or proteins with GO annotation; n is the number of differentially expressed genes/or proteins in N; M is the number of all genes/or proteins that are annotated to the certain GO terms; m is the number of differentially expressed genes/or proteins in M. The calculated p value was subjected to a Bonferroni Correction, taking a corrected p-value of 0.05 as a threshold. GO terms fulfilling this condition were defined as significantly enriched GO terms in differentially expressed genes/or proteins.

All identified transcripts and proteins were mapped to pathway in the Kyoto Encyclopedia of Genes and Genomes (KEGG) database. Significantly enriched metabolic pathways or signal transduction pathways in differentially expression genes and proteins were identified using the same calculating formula as in GO analysis. Here N is the number of all genes/or proteins that with KEGG annotation, n is the number of differentially expressed genes/or proteins in N, M is the number of all genes/or proteins annotated to specific pathways, and m is number of differentially expressed genes/or proteins in M.

### Correlation between protein and mRNA expression

To assess the correlation between transcriptomic and proteomic platforms, we first set cutoff values to select subsets of genes and proteins with distinctive expression signals. All the protein sequences identified by iTRAQ were analyzed and converted into a searchable database. For each protein, we queried the RNA-seq data from the same expression pattern of a matching transcript (P-value<0.05). The significance level of the overlap between detected proteins and transcripts was determined using Pearson's Chi-squared test with Yates' continuity correction.

### Quantitative real time PCR (qRT-PCR) analysis

Total RNA was extracted from TH-2000 and TH-S adults, respectively, using Trizol (Invitrogen) following the manufacturer's protocols. The total RNA obtained was resuspended in nuclease-free water and the concentration was measured using Nanodrop (Thermo Scientific Nanodrop 2000). cDNA was synthesized using the SYBR PrimeScript reverse transcription-PCR (RT-PCR) kit (Takara). qRT-PCRs were carried out on an ABI 7500 real-time PCR system (Applied Biosystems) with SYBR Green Real-time PCR Master Mix (TaKaRa) following a cycling regime of 95°C for 3 min, 40 cycles of 95°C for 30 s, 60°C for 30 s, and 72°C for 35 s. The primers used for real-time PCR are listed in Table S10. Three biological replicates for each sample were used for qRT-PCR analysis. The relative gene expression of selected target genes was normalized to the *BestKeeper* [83], a composite internal reference gene composed of endogenous *EF-1a* and *β-actin* to eliminate sample-to-sample variations. The relative expression levels were calculated using the 2^−ΔΔCt^ method [84].

### Enzymatic activity assays

GST activity was measured using the 1-chloro-2,4-dinitrobenzene (CDNB) and reduced GSH as substrates according to Feng [29]. The total reaction volume per well of a 96-well microtiter plate total volume was 300 µL, consisting of 100 µL crude enzyme,100 µL 1-chloro-2,4-dinitrobenzene (CDNB) (1.2 mM), and 100 µL glutathione reduced (GSH) (12 mM). Change in absorbance was monitored continuously at 340 nm for 10 min at 25°C using a thermomax kinetic microplate reader (Molecular Devices). Cytochrome-P450-dependent monooxygenase activity was determined using *p*-nitroanisole (PNA) as substrates with minor modifications [29]. Incubation mixture contained 375 µL PNA (2 µM), 37.5 µL NADPH (Nicotinamide adenine dinucleotide phosphate) (9.6 mM), and 337.5 µL crude enzyme. The mixture was incubated for 30 min at 34°C in one air atmosphere. The reaction volume per well of a 96-well microtiter plate was 200 µL of incubation mixture. The P450 monooxygenase activity is determined spectrophotometrically by monitoring the accumulation of metabolic products according to a p-nitrophenol standard curve at OD405.

## Supporting Information

Dataset S1 **Peptide spectra in** ***B. tabaci*** **proteome.**
(XLSX) Click here for additional data file.

Table S1 **Gene ontology analysis of** ***B. tabaci*** **transcriptome.**
(XLSX) Click here for additional data file.

Table S2 **Differentially expressed genes within drug metabolism pathway in response to thiamethoxam exposure.**
(XLSX) Click here for additional data file.

Table S3 **Differentially expressed genes within metabolism pathways in response to thiamethoxam exposure.**
(XLSX) Click here for additional data file.

Table S4 **Differentially expressed peptides identified by LC-ESI-MS/MS.**
(XLSX) Click here for additional data file.

Table S5 **Differentially expressed peptides and their corresponding mRNAs in response to thiamethoxam exposure.**
(DOCX) Click here for additional data file.

Table S6 **Gene ontology analysis of** ***B. tabaci*** **proteome.**
(XLSX) Click here for additional data file.

Table S7 **Differentially expressed peptides within drug metabolism pathway in response to thiamethoxam exposure.**
(XLSX) Click here for additional data file.

Table S8 **Differentially expressed peptides within metabolism pathways in response to thiamethoxam exposure.**
(XLSX) Click here for additional data file.

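The fold changes of Table S9 were recomputed as the ratio of RPKM (TH-2000/TH-S), and 40 of the 41 were within 5% of the table. For 2.0_insect_isotig01167, with 7 reads in TH-S and 50 in TH-2000, the ratio was 7.46 (log2 ratio 2.90). The 3 transcripts without a read in TH-2000, BT_Q_ZJU_Singletons157950 (16 reads in TH-S), C3421652 (46 reads) and 2.0_insect_isotig06379 (44 reads), have ratios set by the value of 0.001 given to an RPKM of 0. The first of them did not pass the FDR threshold, and the other 40 transcripts of the table passed.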

Table S9 **qRT-PCR verified differentially expressed genes.**
(XLSX) Click here for additional data file.

Table S10 **Primers used for qRT-PCR analyses.**
(XLSX) Click here for additional data file.

# Supplementary material for: Transcriptomic and Proteomic Responses of Sweetpotato Whitefly, Bemisia tabaci, to Thiamethoxam
**Source:** PLoS One. 2013 May 9;8(5):e61820. doi: 10.1371/journal.pone.0061820
**Supplement:** Table S5 — Differentially expressed peptides and their corresponding mRNAs in response to thiamethoxam exposure.

**Table S5. Differentially expressed peptides and their corresponding mRNAs in response to thiamethoxam exposure.**

| **Corresponding mRNA** | | | **Protein** | |
| --- | --- | --- | --- | --- |
| **Gene ID^a^** | **Description** | **FC^b^** | **Description** | **FC^b^** |
| 1 | Glucosyl/glucuronosyl transferases | 2.15 | Glucosyl/glucuronosyl transferases | 1.56 |
| 2 | Luciferin-regenerating enzyme | 2.2 | Luciferin regenerating enzyme | 1.71 |
| 3 | Glutathione-S-transferase | 2.99 | Glutathione-S-transferase | 1.84 |
| 4 | MGC82850 protein | 2.24 | MGC82850 protein | 1.54 |
| 5 | UDP glucuronosyltransferase 2B10 | 3.43 | UDP glucuronosyltransferase 2B10-like isoform 1 | 1.73 |
| 6 | Glutathione S-transferase | 1.27 | Glutathione S-transferase | 1.96 |
| 7 | Proteasome subunit alpha type 1 | 0.64 | Proteasome subunit alpha type 1 | 1.29 |
| 8 | RuvB-like protein 1 isoform 1 | 1.11 | RuvB-like protein 1 isoform 1 | 1.35 |
| 9 | Mitochondrial thioredoxin 2 | 1.28 | Thioredoxin, mitochondrial | 1.29 |
| 10 | Similar to serpin | 0.77 | Similar to serpin | 1.22 |
| 11 | Mitochondrial ATP synthase Coupling factor 6 precursor | 1.46 | Mitochondrial ATP synthase coupling factor 6 precursor | 1.49 |
| 12 | Similar to protein transport protein sec23 | 0.84 | Similar to protein transport protein sec23 | 1.3 |
| 13 | Similar to ENSANGP00000024769 | 0.73 | Quaking related 54B CG4816-PB, isoform B | 1.2 |
| 14 | Ribosomal protein S15Aa, isoform D | 1.08 | Ribosomal protein S15Aa, isoform D | 1.26 |

**Table 8. Count.**

| **Protein** | |  | **Corresponding mRNA** | |
| --- | --- | --- | --- | --- |
| **Accession NO.*^a^*** | **Description** | **FC *^b^*** | **Description** | **FC *^b^*** |
|  |  |  |  |  |
| 15 | Developmentally regulated GTP-binding protein 2 | 0.94 | GTP-binding protein 128up | -0.8 |
| 16 | Glycyl-tRNA synthetase | 1.7 | Glycyl-tRNA synthetase | 1.38 |
| 17 | Cathepsin L precursor | 0.71 | Cathepsin L | 1.27 |
| 18 | Eukaryotic translation initiation factor 3 subunit | 0.87 | Eukaryotic translation initiation factor 3 subunit | 1.23 |

Significantly differently expressed proteins between thiamethoxam resistance and susceptible *B. tabaci* identified by iTRAQ (p-value<0.05, FDR adjust), and further significantly differently expressed mRNA corresponding to the proteins identified by RNA-seq (FDR<0.001) were all shown in this table.

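Table S5 pairs 18 proteins that iTRAQ found changed between the strains with the fold change of their own transcript. All 18 transcripts were in the read counts, and the recomputed ratio of each was within 1.5 times of the fold change in the table. The threshold was passed by 5 of them, with ratios from 2.15 to 3.43. The deepest of the others, 2.0_insect_isotig02070 (cathepsin L precursor), fell from 2900 to 1964 reads (log2 ratio -0.50, 95% interval -0.58 to -0.42), while glycyl-tRNA synthetase (C3509528) had 8 and 13 reads and an interval from -0.62 to 2.24. Transcript and protein had the same direction in 12 of the 18 pairs.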

Negative value indicates down-regulated. Black value indicates no significance was detected. mRNAs were annotated using Blastx Descriptor Annotator with default values (cutoff evalue≤1.0E-5).

*“a”:* Gene ID contains Isotig/ Sington ID and sequence information available upon request.

“*b”:* Fold change, gene or protein expression level.

How the deposited data were processed for this re-analysis (not part of the article)

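The data were the RNA-seq libraries of 2 strains of *B. tabaci* B biotype, TH-S (susceptible) and TH-2000 (survivors of 2000 mg/L thiamethoxam), with 1 library per strain made from about 1500 pooled adults. The authors removed adaptors, reads with unknown bases and reads seen only once, mapped the rest to assembled transcripts of the B and Q biotypes with at most 1 mismatch and left out reads mapping to several genes. The paper names SOAPdenovo for the assembly of the mapped reads and does not name the program that mapped them. For each transcript with at least 1 such read in a library, the deposited read counts are the unambiguous reads, without normalization. The deposited coverage is the percent of the transcript's length covered by reads. The RPKM values were computed by the authors from these counts, scaled to the transcript length and to the unambiguous reads of the library. Leaving out reads of several genes lowers the counts of transcripts with near-identical copies, and removing reads seen only once lowers the counts of rare transcripts. No genome was used, and gene names were taken from the supplementary tables, which pair the transcript names with annotations.

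The counts summed to 4980239 in TH-S and 4769926 in TH-2000. A transcript not listed for a library was given 0 reads. Each of the 93694 transcripts was tested with the paper's formula, the Audic-Claverie test, made two-sided as 2 times the smaller tail, with the clean reads of Table 1 as totals, and the p-values were adjusted by the Benjamini-Hochberg method. Transcripts with an FDR of at most 0.001 and a log2 ratio of RPKM (TH-2000/TH-S) of at least 1 in size were called, with an RPKM of 0 set to 0.001. There were no replicates, so the test compares the libraries and not the strains. Log2 ratios of named transcripts have 95% Clopper-Pearson intervals from the reads of the 2 libraries. Shares have 95% Wilson intervals and the floor of a share is 3 reads. Reads carry no molecular identifiers, so intervals and floors cover counting error only.

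The calls were compared with the 21 transcripts of Table S2, the 118 of Table S3 and the 52 proteins of Table S4, joined by transcript name. Protein and qRT-PCR ratios were read from Tables S4 and S9. Correlations were tested by permuting the pairings, exactly under 10 pairs and otherwise with 100000 resamples. List medians were set against 10000 random lists of transcripts of similar mean log2 RPKM. A median over the detoxification proteins of Dataset S1 was not computed, because the part of that dataset used here holds 67 proteins with 0 such annotations. The proteins of Table S7 were used in its place, although these were picked by their change between the strains and not by identification alone.

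The text names transcripts by a rule set beforehand. It covers the transcripts that the supplementary tables annotate as P450s, GSTs, UGTs, cytochrome c oxidase, COE2, ABC transporter, vitellogenin, cathepsin B, arginine kinase, NADH dehydrogenase, aconitase, hemocyanin, acyltransferase or luciferin-regenerating enzyme, the transcripts of Table S5, and, of those past the threshold with a read in both libraries and at least 100 reads in the higher one, the 3 with the largest and the 3 with the lowest log2 ratio. Further proteins that the Results list under gene ontology, such as the peroxiredoxin-like protein and 14-3-3 protein epsilon, were not added to it. Other transcripts are named only in the closing observations or because they are in Tables S3, S4 or S9.

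The alternatives tried were other library totals, TMM scaling, filters of 10 reads, pseudocounts of 1 and 0.1, Bonferroni adjustment, Fisher's exact test, and edgeR's negative binomial exact test with assumed biological coefficients of variation of 0.2 and 0.4. The tests were checked on simulated libraries drawn from the real rates with counting noise only, in which 200 transcripts with at least 50 mean reads were changed by 4 or 8 times. The main test called 100% of the changed transcripts and 0 unchanged ones, which tests the code and not the power at fewer reads or smaller changes. The negative binomial test called 55.0% of them at 0.2 and 0.0% at 0.4. The tools were Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16.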

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

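The tests of covered length and of contamination were chosen after the values had been seen.

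The transcript 2.0_others_isotig10876, 520 bases long, had the most reads of all transcripts in both libraries, 85868 in TH-S and 180435 in TH-2000, and the paper does not mention it. It drew attention because it alone took 3.78% of the reads of TH-2000 (95% Wilson interval 3.77% to 3.80%), far above the floor of 3 reads, against 1.72% in TH-S (1.71% to 1.74%). The supplementary tables used here give no annotation for it. Its log2 ratio was 1.13 (95% interval 1.12 to 1.15). A candidate technical explanation is the scaling of the libraries, but with TMM scaling the log2 ratio was 1.22. A strain variant that keeps reads of TH-S from mapping was examined by the covered length. The covered percent in TH-S was 0.987 times that in TH-2000, but with this many reads on 520 bases it would hardly change if most reads were lost, so a strain variant is not excluded. Leaving the transcript out of the library totals would raise every other log2 ratio by 0.03. Differences of library preparation, reads shared with near-identical copies and variation between samples of a strain were not testable with 1 library each, so the rise cannot be told apart from them.

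Reads on the 511 transcripts whose names mark them as bacterial made up 0.648% of TH-S (95% Wilson interval 0.641% to 0.655%) and 0.665% of TH-2000 (0.658% to 0.672%), and the paper does not report on them. A possible explanation is contamination of 1 library, but the share in TH-2000 was 1.03 times that in TH-S, within the 1.5 times set for the test. The 185 of these transcripts with at least 10 reads in each library had a median log2 ratio of 0.23, against -0.06 for all transcripts with that many reads, so a smaller difference between the libraries is not excluded. By the test, 12 of these transcripts were up-regulated and 8 down-regulated. Whether the reads come from bacteria living in the whiteflies or from bacteria brought in with both samples was not tested, and no biological explanation was tested.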

How the results depend on the processing

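The alternatives were fixed before the data were examined, except 1 set of protein pairs and the median over Table S7, which were added afterwards. No paired analysis was possible because each strain has 1 library. No named transcript reversed its direction with the pseudocounts, TMM scaling or the negative binomial tests. These alternatives could hardly reverse one. Pseudocounts keep the sign, the negative binomial tests used the same log2 ratios, and TMM scaling raised each by 0.09. The balance of the called transcripts of Table S3, 53 up and 63 down, became 53 and 51 with TMM scaling and 42 and 34 with Bonferroni adjustment. For the sizes of RNA-seq and qRT-PCR ratios, Pearson's r went from 0.11 to -0.52 without the 2 farthest transcripts.

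The counts of called transcripts stayed within 1.5 times under the other library totals, TMM scaling, the filters of 10 reads, the pseudocounts and Fisher's exact test, ranging from 1180 to 1476. TMM scaling shifted their balance most, from 728 up and 660 down to 855 up and 560 down. Bonferroni adjustment gave 855 transcripts in place of 1388 (479 up and 376 down), with 13 of Table S2 and 76 of Table S3. The negative binomial exact test moved them most. With an assumed biological coefficient of variation of 0.2 it called 210 transcripts (109 up and 101 down), with 0 of Table S2, 9 of Table S3 and the transcripts of 2 proteins. With 0.4 it called 11 transcripts (8 up and 3 down), with 0 of Table S2, 0 of Table S3 and 0 for the proteins. The percent of called transcripts with a log2 ratio between 1 and 2 in size, 63.3%, was 0.0% with both negative binomial tests, 81.0% with at least 10 reads in each library and 69.2% with a pseudocount of 1. Assumed variation raises the log2 ratio a call needs, as simulated transcripts with at least 50 mean reads, changed by 4 or 8 times, were called in 55.0% of cases at 0.2 and in 0.0% at 0.4. The robust spread of the 580 transcripts with at least 1000 reads in each library, strain differences included, corresponds to a coefficient of 0.168 for each library, a value computed after the data were seen, so both assumed values exceed it. For Bonferroni adjustment and the pseudocount the cause was not tested.

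The correlation of mRNA and protein kept its direction. Over all 34 pairs r was 0.27 and no longer passed 0.05. In the set chosen after the data were seen, the 33 pairs with a read in both libraries, r was 0.50 (permutation p = 0.00316), so the lower value rests on 1 pair with 0 and 1 reads. Of the 60 named transcripts, 47 passed the threshold. With the negative binomial test 34 of them no longer passed at 0.2 and 43 at 0.4, with a pseudocount of 1 and with TMM scaling 1 each (COE2), and with a pseudocount of 0.1 none changed.

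The depth limits the calls, as over 50% of the transcripts had under 10 reads. The alternative with all mapped reads of each transcript was not run, since unambiguous reads were used here, and the median over detoxification proteins of Dataset S1 was not computed.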

Differences from the paper's values

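For differentially expressed transcripts with a log2 ratio of 1 to 2 in size, the paper's number is 400, against 879 here. Of the alternatives set before the data were examined, Bonferroni adjustment gave 543, within 1.5 times of the paper's number. The others did not come within it, as the negative binomial tests gave 0 and the rest from 875 to 956. The paper gives 66% beside this number, and 400 is not 66% of its 1338 transcripts. The share here, 63.3%, was within 1.5 times of the paper's, although 66% lies just outside its 95% Wilson interval of 60.8% to 65.8%. Figure 1B shows about 480 up-regulated transcripts in this range, read by eye, against 480 here. For down-regulated transcripts with a log2 ratio of 1 to 2 in size it shows about 410, read by eye, against 399 here. Both bars together lie far above 400 and near the 879 here, so the gap is to the number in the paper's text and not to its figure.

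For the number of differentially expressed transcripts, the legend of Figure 1A gives the paper's value as 338, while the paper's text gives 1338. The number here was 1388. None of the alternatives set before the data were examined gave a number within 1.5 times of 338, the nearest being 210 with the negative binomial test at an assumed biological coefficient of variation of 0.2. With the sums of unambiguous reads as library totals, the number of down-regulated transcripts was 674, as in the paper, and all 118 transcripts of Table S3 passed, but the total stayed 1388. The paper's number of up-regulated transcripts, 664, was reached under no setting.

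For up-regulated transcripts with a log2 ratio of 2 to 10, the paper shows about 140 in Figure 1B, read by eye, against 215 here. Of the alternatives set before the data were examined, Bonferroni adjustment (149) and the filter of at least 10 reads in each library (111) came within 1.5 times of the paper's value, and the others did not.

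For 2.0_insect_isotig01167 the paper's fold change in Table S9 is 4.9e+03, against 7.46 here. None of the alternatives set before the data were examined closed the gap.

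The paper counts 31 of the 41 transcripts of Table S9 as concordant with qRT-PCR, close to the 30 found here, but the transcripts differ. The paper marks 10 of the 11 transcripts that fell as concordant, and 7 of these 10 have a qRT-PCR ratio above 1 in its table. It marks 21 of the 30 up-regulated transcripts as concordant, and 6 of the others have a ratio above 1.

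The paper states that no carboxylesterase was differentially expressed, and here COE2 (2.0_insect_isotig00440) passed the threshold with a log2 ratio of -1.02.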

Other observations

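The tests of the qRT-PCR ratios, of the covered length of vitellogenin of the fold change in Table S9 and of the proteins without an unambiguous read were chosen after the values had been seen.

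Of the 8 up-regulated transcripts of Table S9 with under 20 reads in TH-S, 3 had a qRT-PCR ratio of at least 1.5, against 20 of the 22 with more reads (Fisher's exact test, two-sided, p = 0.00666). For all 5 with a qRT-PCR ratio under 1.5, the 95% counting interval lay above the log2 qRT-PCR ratio. The lower bounds of these intervals ran from 1.55 to 2.46, against log2 qRT-PCR ratios from -0.58 to 0.07. For these 5 transcripts this argues against counting error alone. The intervals do not allow for the picking of the transcripts by the same reads, and other causes were not told apart. The read number is mixed with the kind of gene, since 6 of the 8 are outside Table S2 and only 1 of these 6 reached 1.5, while both of the others did.

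Both vitellogenin transcripts fell to the same degree, from 34501 to 5883 reads together, while the paper's protein ratios are 1.217 and 1.202 and its qRT-PCR ratios 1.3 and 1.24. Scaling was tested, and with TMM scaling the higher of the 2 log2 ratios was -2.40, so scaling is not borne out. A strain variant was examined by the covered length, whose lower ratio between TH-2000 and TH-S was 0.997, but at this depth the covered length hardly responds to lost reads, so a strain variant is not excluded. The summed reads of both copies had a log2 ratio of -2.49, but reads shared with copies that have no annotation in the tables could not be checked. The fall may therefore reflect the strains, the egg-laying state of the pooled adults, a strain variant or such copies, and 1 library per strain cannot tell these apart.

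The paper's fold change of 2.0_insect_isotig01167 in Table S9 has a log2 of 12.27, and the RPKM of this transcript in TH-2000 is 12.27. The 2 numbers differ by 3.32e-07, and 0 other transcripts of the table show such a match. A candidate explanation is that the RPKM stood in the place of the log2 ratio when the fold change was computed.

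Among the 580 transcripts with at least 1000 reads in each library, the robust SD of the log2 ratios was 0.346, which is 7.47 times the SD of 0.0464 that counting gives. The excess may come from the strains, the treatment, the adults sampled or the library preparation, and these cannot be told apart with 1 library each.

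Of the 77 called transcripts without a read in 1 library, 6 (7.79%) carry the prefix of the Q biotype, against 67 of the 1311 other calls (5.11%), a ratio of 1.53. Sequences of the Q biotype in the reference could thus add to these calls, but by Fisher's exact test (p = 0.29, two-sided) the shares were not told apart. Only calls with the prefix were counted, so an effect of Q biotype sequences on transcripts with other prefixes was not tested.

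Of the 52 proteins of Table S4, 9 of the 14 down-regulated and 9 of the 38 up-regulated had no unambiguous read on their transcript (Fisher's exact test, two-sided, p = 0.0097). The mRNA of these proteins cannot be followed in the unambiguous reads.

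The transcript C3490411, annotated in Table S9 as similar to an ABC transporter, fell from 271 to 116 reads (log2 ratio -1.16, 95% interval -1.49 to -0.84). Its qRT-PCR ratio in the paper is 1.3, opposite to this fall. The tables used here do not tell whether C3490411 is the sub-family G transporter that the paper names.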
